# Inhibition of Gamma-Secretase Promotes Axon Regeneration After a Complete Spinal Cord Injury

**DOI:** 10.3389/fcell.2020.00173

**Published:** 2020-03-20

**Authors:** Daniel Sobrido-Cameán, Diego Robledo, Daniel Romaus-Sanjurjo, Vanessa Pérez-Cedrón, Laura Sánchez, María Celina Rodicio, Antón Barreiro-Iglesias

**Keywords:** notch, gamma-secretase, axon regeneration, GABA, baclofen, RNA-Seq, lamprey, spinal cord injury

## Abstract

In a recent study, we showed that GABA and baclofen (a GABAB receptor agonist) inhibit caspase activation and promote axon regeneration in descending neurons of the sea lamprey brainstem after a complete spinal cord injury (Romaus-Sanjurjo et al., 2018a). Now, we repeated these treatments and performed 2 independent Illumina RNA-Sequencing studies in the brainstems of control and GABA or baclofen treated animals. GABA treated larval sea lampreys with their controls were analyzed 29 days after a complete spinal cord injury and baclofen treated larvae with their controls 9 days after the injury. One of the most significantly downregulated genes after both treatments was a HES gene (*HESB*). HES proteins are transcription factors that are key mediators of the Notch signaling pathway and gamma-secretase activity is crucial for the activation of this pathway. So, based on the RNA-Seq results we subsequently treated spinal cord injured larval sea lampreys with a novel gamma-secretase inhibitor (PF-3804014). This treatment also reduced the expression of *HESB* in the brainstem and significantly enhanced the regeneration of individually identifiable descending neurons after a complete spinal cord injury. Our results show that gamma-secretase could be a novel target to promote axon regeneration after nervous system injuries.

## Introduction

In mammals, including humans, spinal cord injury (SCI) is a devastating event that can lead to permanent disability. The death of neurons that are not replaced after the injury and lack of axon regeneration of axotomized neurons are two of the main causes of permanent neurological deficits after SCI. In striking contrast to mammals, lampreys, as other basal vertebrates, are able to recover locomotion spontaneously after a complete SCI (Rodicio and Barreiro-Iglesias, 2012; Romaus-Sanjurjo et al., 2018b). During recovery from a complete SCI, lampreys are able to regenerate approximately 50% of their brainstem descending neurons and this partial axonal regeneration is needed for recovery (Davis and McClellan, 1994; Jacobs et al., 1997; Cornide-Petronio et al., 2011; Parker, 2017). This offers an interesting vertebrate model to find new signaling pathways responsible for neuronal survival and axon regeneration in descending neurons after SCI.

In a recent study, we showed that endogenous GABA promotes axon regeneration in descending neurons of lampreys after a complete SCI, and that GABOB (a GABA analog) and baclofen (a GABAB receptor agonist) treatments further promoted axon regeneration (Romaus-Sanjurjo et al., 2018a, 2019). GABA and baclofen treatments also inhibited caspase activation in giant individually identifiable descending neurons following the complete SCI (Romaus-Sanjurjo et al., 2018a). Here, we repeated the GABA and baclofen treatments and carried out 2 independent Illumina RNA sequencing (RNA-Seq) studies in the brainstems of control non-treated animals and treated animals. The aim of these RNA-Seq studies was to obtain gene expression data that could reveal secondary pathways modulated by GABAergic signaling in injured neurons and identify new signaling pathways that could be involved in the control of neuronal survival and axon regeneration in lampreys.

As shown below, results from these RNA-Seq experiments revealed changes in the expression of a *HES* gene. HES proteins are key mediators of the Notch signaling pathway (Engler et al., 2018). In the developing central nervous system, Notch signaling is mainly known for its role in neurogenesis and neuronal differentiation (see Imayoshi and Kageyama, 2011; Engler et al., 2018; Sagner et al., 2018), a feature that is conserved in developing lampreys (Lara-Ramirez et al., 2019). But, interestingly, a recent study showed that Notch signaling also inhibits axon regeneration in worms (El Bejjani and Hammarlund, 2012; Po et al., 2012). Whether this is also the case in vertebrates was not known. Here, we provide evidence showing that the pharmacological inhibition of gamma-secretase promotes axon regeneration after a complete SCI in lampreys.

## Materials and Methods

### Animals, SCI and Drug Treatments

All experiments involving animals were approved by the Bioethics Committee at the University of Santiago de Compostela and the *Conselleriìa do Medio Rural e do Mar* of the *Xunta de Galicia* (license reference JLPV/IId; Spain), and were performed in accordance with European Union and Spanish guidelines on animal care and experimentation. Animals were deeply anesthetized with 0.1% MS-222 (Sigma, St Louis, MO) in lamprey Ringer solution before all experimental procedures.

Mature and developmentally stable larval sea lampreys, *Petromyzon marinus* L. (*n* = 149; between 100 and 120 mm in body length, 5–7 years of age), were used in this study. Larval lampreys were collected from the river Ulla (Galicia, north-western Spain), with permission from the *Xunta de Galicia*, and maintained in aerated freshwater aquaria at 15°C with a bed of river sediment until their use in experimental procedures. Larval lampreys were randomly distributed between the different experimental groups.

SCI surgical procedures and drug treatments with GABA and baclofen were performed as previously described (Romaus-Sanjurjo et al., 2018a; Figure 1). Briefly, the rostral spinal cord was exposed from the dorsal midline at the level of the 5th gill. A complete spinal cord transection was performed with Castroviejo scissors and the spinal cord cut ends were visualized under the stereomicroscope. After SCI, animals were returned to individual freshwater tanks. Each injured animal was examined 24 h after surgery to confirm that there was no movement caudal to the lesion site. The animals were allowed to recover in individual freshwater tanks at 19.5°C. GABA and baclofen were applied in the water where the animals were left after the SCI surgical procedures (GABA at a concentration of 500 μM and baclofen at a concentration of 125 μM). GABA treated animals and their controls were processed for RNA extraction 29 days post-lesion (dpl) [when spontaneous axon regrowth begins to predominate Zhang et al. (2005); Figure 1]. Baclofen treated animals and their controls were processed for RNA extraction 9 days post-lesion [at a time in which caspase activation begins to be detected in injured neurons (Barreiro-Iglesias and Shifman, 2012, 2015) and axon retraction predominates Zhang et al., 2005; Figure 1].

**FIGURE 1:**
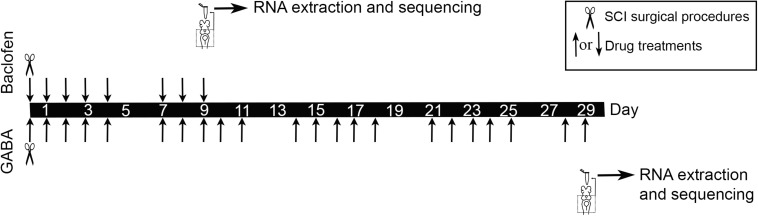
Experimental design for the RNA-Seq experiments.

PF-3804014 [a novel gamma-secretase inhibitor (Lanz et al., 2010) that has been used in recent studies to inhibit Notch signaling (e.g., Samon et al., 2012; Wu et al., 2017); Tocris Bioscience, United Kingdom] treatment after a complete SCI (see previous paragraph) was done as previously described for taurine treatments (Sobrido-Cameán et al., 2019). In these experiments, PF-3804014 was dissolved in lamprey Ringer solution (137 mM NaCl, 2.9 mM KCl, 2.1 mM CaCl2, 2 mM HEPES; pH 7.4) at a concentration of 5 mM, soaked in a small piece of Gelfoam (Pfizer; New York, NY) and placed on top of the site of injury at the time of spinal cord transection. Control animals went through the same surgical procedures but were only treated with Gelfoam soaked in lamprey Ringer. Axon regeneration was assessed 11 weeks post-lesion (wpl) in control (*n* = 16) and PF-3804014 (*n* = 21) treated animals using Neurobiotin (Vector, Burlingame, CA) as a retrograde tracer as previously described (Sobrido-Cameán et al., 2019). Briefly, at 11 wpl a second complete spinal cord transection was performed 5 mm below the site of the original transection and Neurobiotin (Vector) was applied in the rostral end of the transected spinal cord with the aid of a minute pin (#000). The animals were allowed to recover for 1 week to allow transport of the tracer from the application point to the neuronal soma of descending neurons. Since the original SCI was a complete spinal cord transection, only neurons whose axons regenerated at least 5 mm below the site of injury were labeled by the tracer. The presence of Neurobiotin in whole-mounted brains/spinal cords was detected using Avidin-D-FITC conjugated (Vector; 1:500).

### Imaging and Quantifications

A spectral confocal microscope (model TCS-SP2; Leica, Wetzlar, Germany) was used to acquire images of the whole-mounted brains/spinal cords. The identity of regenerated (Neurobiotin labeled) and non-regenerated identifiable descending neurons was determined for each brain. Giant descending neurons are always identifiable by their know location and big size (Jacobs et al., 1997) regardless of the presence of the tracer. Then, we calculated the percentage of regenerated identifiable neurons per animal and the total number of regenerated and non-regenerated neurons for all animals in the control and treated groups.

For axon quantification, we scanned the rostral spinal cord (starting at the obex) using a 20x objective. Then, we traced a horizontal line through the middle of the spinal cord confocal stack (Figure 2A) using the Fiji software and manually quantified the number of axons crossing this line. To avoid missing overlapping axons we counted through the stack of optical sections using the counting plugin in Fiji. Only the axons that regenerate through the site of injury (ascending or descending) are labeled with the tracer. Note that with this preparation, we can only quantify the coarsest axons; therefore, it is likely that more axons actually regenerated both in control and treated animals. The experimenter was blinded during all quantifications.

**FIGURE 2:**
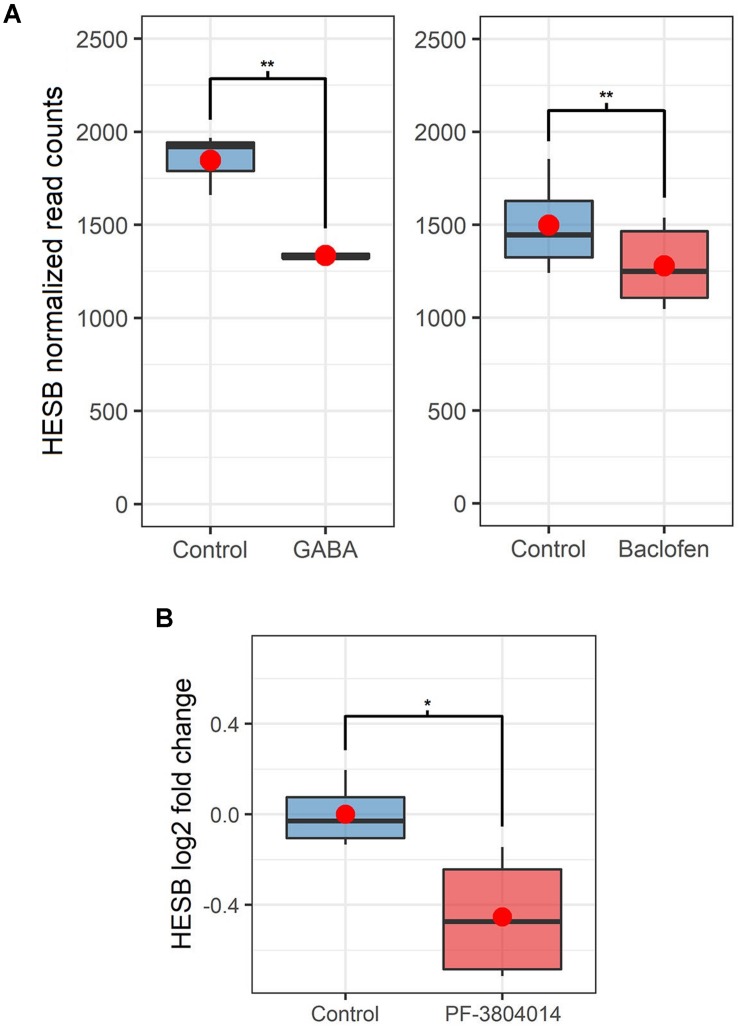
Changes in *HESB* expression in the brainstem of injured animals after drug treatments. **(A)** Changes in the expression of *HESB* in the brainstem of injured animals after GABA or baclofen treatments (RNA-Seq). *HESB* gene expression is represented as read counts normalized by DESeq’s median of ratios, and ** represents that the differences between the two groups are significant with false discovery rate corrected *p*-values between 0.01 and 0.001. Note that results are not comparable between the 2 RNA-Seq experiments. **(B)** Change in the expression of *HESB* in the brainstem of 1 wpl animals after the PF-3804014 treatment (qPCR). *HESB* expression is represented as log2 fold change in comparison to the mean of the controls, and * represents that the differences between the two groups are significant with *p*-value between 0.05 and 0.01. For both A and B, boxplots show the median, 25th and 75th percentiles, red dots represent the mean and whiskers extend to the most extreme data point which is no more than 1.5 times the length of the box away from the box.

### Total RNA Isolation

After the GABA or baclofen treatment periods (29 days in the GABA experiment and 9 days in the baclofen experiment) the brainstems of control and treated larvae were dissected out and immediately put in RNAlater (Ambion Inc., TX, United States) (Figure 1). RNA extraction was performed using the RNeasy mini kit (Qiagen, Germany) with DNase treatment following the manufacturer’s instructions. Isolated RNAs were eluted in nuclease free water. RNA quality and quantity were evaluated in a Bioanalyzer (Bonsai Technologies, Spain) and in a NanoDrop^®^ ND-1000 spectrophotometer (NanoDrop^®^ Technologies Inc., DE, United States). RNAs were stored at −80°C until use for RNA-Seq.

### RNA Sequencing

In the GABA experiment, 3 GABA treated and 3 control samples (each sample containing the RNA from 4 brainstems of 4 different animals; *n* = 24 in total) were sent to the Wellcome Trust Centre for Human Genetics (Oxford, United Kingdom) for library preparation and sequencing. RNA quality was checked again in a Bioanalyzer (Bonsai Technologies). All samples had RNA integrity number (RIN) of >8 (RIN measures how degraded the RNA is on a 0–10 scale, 10 being the least degraded). mRNA sequencing libraries were prepared from poly dT selected mRNA using the Illumina TrueSeq Stranded mRNA Library Preparation kit according to the manufacturer’s protocol. The average insert size of the libraries was approximately 300 bp. A different barcode was used for each sample to enable demultiplexing of the sequencing data. Sequencing was conducted on an Illumina HiSeq 4000 as 150 bp paired-end reads, yielding 23.2 to 27.8 million reads per sample.

In the baclofen experiment, 5 baclofen treated and 5 control samples (each sample containing the RNA of 8 brainstems of 8 different animals; *n* = 80 animals in total) were sent to Edinburgh Genomics (Edinburg, United Kingdom) for library preparation and sequencing. RNA quality was checked again in a Bioanalyzer (Bonsai Technologies). All samples had RNA integrity number (RIN) of >7.5. mRNA sequencing libraries were prepared from poly dT selected mRNA using the Illumina TrueSeq Stranded mRNA Library Preparation kit according to the manufacturer’s protocol. The average insert size of the libraries was approximately 300 bp. A different barcode was used for each sample to enable demultiplexing of the sequencing data. Sequencing was conducted on an Illumina NovaSeq S1 flowcell as 100 bp paired-end reads, yielding 26.8 to 37.6 million reads per sample.

### Quality Validation and Read Mapping

Between 23.2 and 37.6 million paired-end reads per sample were obtained (individual figures are shown in Supplementary Table S1). Sequencing quality was evaluated using FastQC. The quality of the baclofen experiment was significantly better than that of the GABA experiment (Supplementary Figure S1), non-etheless the sequencing output of both experiments showed average base qualities above 30 (reliability of the base call, the error probability of a quality of 30 is 0.001), except for the very last bases of the right reads of the GABA experiment (bases 141–150). Raw paired-end FASTQ files were quality filtered using Fastp (Chen et al., 2018) to remove leading or trailing bases with Phred quality scores <15 (‘-q 15’), reads with length <30 base pairs (‘-l 30’), polyG tails (‘–trim_poly_g’) and trim adaptor sequences (detected by per-read overlap, default). Significantly more reads were trimmed from the GABA experiment, congruent with the sequence quality assessment. The resulting trimmed FASTQ files were aligned against the latest lamprey genome assembly (Pmar_germline 1.0) (Smith et al., 2018) using STAR (Dobin et al., 2013) in 2-pass mapping mode (–twopassMode Basic) with the following parameters: 10 maximum multiple alignments allowed per read (–outFilterMultimapNmax 10), 10 maximum mismatches per read pair (–outFilterMismatchNmax 10), minimum and maximum intron lengths of 20 and 1 M bp, respectively (–alignIntronMin 20; –alignIntronMax 1000000), maximum distance of 1 Mb between mate reads (–alignMatesGapMax 1000000) and detection of chimeric sequences with a minimum mapped length of 20 bp (–chimSegmentMin 20; –chimScoreMin 1). The percentage of unique mapped reads ranged between 60.2 to 73.7%, with multimapping reads representing 9.3 to 26.1% and unaligned reads 13.1 to 18.1% (Supplementary Table S1).

### Transcriptome Reconstruction and Gene Expression

StringTie (Pertea et al., 2015) with default parameters (fr-firststrand, ‘–rf’) was used to construct the lamprey transcriptome from our samples using the genome alignment files. The resulting genome-guided transcriptome has 110,157 transcripts distributed in 57,134 genes. Transcript length ranged from 80 to 73,302 bp, with an average of 2314 bp, N50 of 5,304 bp and N90 of 987 bp. FeatureCounts (Liao et al., 2014) was used to quantify gene expression at the gene level with the following parameters: fragments (paired-end reads) were counted instead of individual reads (‘-p’), only fragments with both ends mapped were considered (‘-B’), chimeric fragments were not considered (‘-C’), and strand specified as reversely stranded (‘-s 2’). Statistical analyses related to differential expression were performed using R v.3.5.2^1^. The output matrix was input into the R/Bioconductor package DESeq2 (Love et al., 2014).

The Benjamini-Hochberg false discovery rate (FDR) was applied, and transcripts with corrected *P*-values < 0.05 were considered differentially expressed genes. Heatmaps were drawn using the R package ‘gplots’ v.3.01.1^2^. Pathway analyses were performed using Reactome (Fabregat et al., 2018), converting all non-human gene identifiers to their human equivalents.

### RNA-Seq Data Records

Raw FASTQ files for all samples were uploaded to the NCBI Sequence Read Archive (SRA), and are publicly available under BioProject accession numbers PRJNA561093 (GABA) and PRJNA561123 (Baclofen). The constructed transcriptome is available in the NCBI Transcriptome Shotgun Assembly (TSA) database under accession GHVE00000000. Read counts for each transcript were deposited in NCBI Gene Expression Omnibus (GEO) and are available under accession number GSE137860.

### qPCR Experiments After PF-3804014 Treatment

4 brainstems (*n* = 4 animals) from control 1 wpl vehicle treated animals and 4 brainstems (*n* = 4 animals) from 1 wpl PF-3804014 treated animals were processed for qPCR analyses of *HESB* (GenBank accession number: MN833804) expression. Specific primers for targeted genes were designed using Primer3: *HESB*-forward AAAGCAAAGACGGGACAGGA, *HESB*-reverse GATGTCCGCCTTCTCCAGTT, *GAPDH*-forward CAGATTCGTCCAGCTCCGTT, *GAPDH*-reverse CCATTGTGGAGCGGATGTCA. qPCR was performed on a Stratagene Mx3005P thermocycler (Agilent Technologies) using Brilliant III Ultra-Fast SYBR Green QPCR Master Mix in a final volume of 12.5 μL following the manufacturer’s protocol with 1 μL of cDNA per reaction. Primer concentration was 300 nM and each sample was run in duplicate. The cycling parameters were: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of amplification at 95°C for 15 s and 60°C for 1 min. After amplification, a dissociation step was performed raising the temperature from 65 to 95°C to create a melting curve and ensure the presence of a single amplification product. qPCR data were obtained by the MxPro software (Agilent Technologies) and quantification cycle values (Cq) calculated for each replicate and then averaged to obtain the final Cq value. *HESB* Cq values were normalized using the reference gene (*GAPDH*), and fold changes were calculated for each sample using the average of the controls as reference.

### Statistical Analyses

Statistical analysis was carried out using Prism 6 (GraphPad software, La Jolla, CA). Data were presented as mean ± SEM. Normality of the data was determined by D’Agostino–Pearson omnibus test and all data passed the normality test. A Student’s *t*-test was used to determine significant differences in the qPCR experiment and between control and PF-3804014 treated animals (percentage of regenerated neurons per animal and number of regenerated axons per animal). A Fisher’s exact test was used to determine significant differences between control and PF-3804014 treated animals (total number of regenerated neurons).

## Results

### RNA-Seq Differential Expression Analyses

In previous work, we showed that both GABA and baclofen promote axon regeneration after a complete SCI in lampreys (Romaus-Sanjurjo et al., 2018a). Here, we aimed to identify new genes involved in axon regeneration in lampreys that might be regulated by GABAergic signaling. For this we carried out 2 independent RNA-Seq studies in the brainstems of injured animals after GABA or baclofen treatments. 

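In the GABA experiment, larval sea lampreys with a complete spinal cord transection were kept in water with GABA (the neurotransmitter γ-aminobutyric acid) at 500 µM or in water without it. Brainstems were taken at 29 dpl according to the paper. The description deposited with the samples gives 9 days, and 29 dpl is used here. Each sample held the RNA of 4 brainstems, and 3 GABA-treated and 3 control samples were sequenced as stranded, paired-end libraries of poly dT selected mRNA. The authors trimmed the reads with fastp, aligned them with STAR to the germline genome assembly Pmar_germline 1.0, assembled loci with StringTie and counted the fragments on each locus with featureCounts, using strand and keeping fragments with both ends mapped. The deposited values are these whole-number counts, without normalization, for 57134 loci named by their StringTie identifiers. Gene names were taken from Supplementary File 1, which gives symbols for some of them. The control samples held 14248306, 12560944 and 12261374 counts in replicates 1, 2 and 3, and the GABA-treated samples held 14666153, 13655132 and 13266414. The paper's Supplementary Table S1 gives between 23265385 and 27701871 read pairs per sample before trimming. Trimming removed 11.4% of the pairs of GABA replicate 1 and 22.0% of those of GABA replicate 3, and between these values in the other samples. The counts used here were 61.3% to 63.5% of the trimmed pairs. The 10 loci with the most counts held between 3.79% and 4.30% of the counts of a sample. Replicates of a group differed by more than counting noise, with a mean chi-square per locus between 3.92 and 5.58 where counting noise alone gives 1. From the counts, 24300 loci passed the count filter of edgeR (filterByExpr), the libraries were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DESeq2, the tool named in the paper, was run beside it. With 3 samples against 3, the smallest p that a two-sided exact permutation test can give is 0.1.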

23 differentially expressed genes were detected between GABA-treated and control samples, and 82 differentially expressed genes between baclofen-treated and control samples (Supplementary File 1). 

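edgeR's quasi-likelihood test found 0 loci with a Benjamini-Hochberg adjusted p under 0.05 between the GABA-treated and control samples, and the smallest adjusted p was 0.504. At an unadjusted p under 0.05 there were 1591 loci, where 5% of the loci tested would be 1215. The 9 other splits of the 6 samples into groups of 3 gave between 576 and 2440 such loci, and 2 of them gave more than 1591. DESeq2's Wald test with its default settings called 23 loci with adjusted p under 0.05, and these were the 23 loci of Supplementary File 1. Its independent filtering had set a minimum mean normalized count of 470.2, so that p was adjusted over 5990 loci. Without independent filtering, DESeq2 called 7 loci, of which HESB, SULF1 and the locus annotated as ATP synthase F0 subunit 6 were the 3 among the study's 23. With the minimum moved from 1 to 2000, the DESeq2 count ran from 10 loci at 1 to 38 at 1500, and stood at 15 at 400. The alternative that moved the edgeR count most was leaving out the filter on low counts, which gave 58 loci, 18 of them among the study's 23. Leaving out 1 sample at a time left the edgeR count at 0, with between 1104 and 2247 loci at an unadjusted p under 0.05. The DESeq2 count was 55 without control replicate 1, 39 without GABA replicate 1, 18 without GABA replicate 3, 11 without control replicate 3, and 6 without control replicate 2 or GABA replicate 2. The other minima and these DESeq2 fits with a sample left out were chosen after seeing the data. In edgeR's quasi-likelihood test, the study's 23 loci had the study's direction in 23 of 23 cases, with unadjusted p between 6.4e-05 and 0.00347 and Benjamini-Hochberg adjusted p between 0.504 and 0.718. Adjusted over the list alone, 23 of the 23 were under 0.05, which is not independent evidence because the study chose the list on these samples. The normalized counts of the groups did not overlap at 23 of these 23 loci. Among all loci tested, the groups did not overlap at 2964 (12.2%), where chance gives 10%.

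**Figure D1:**
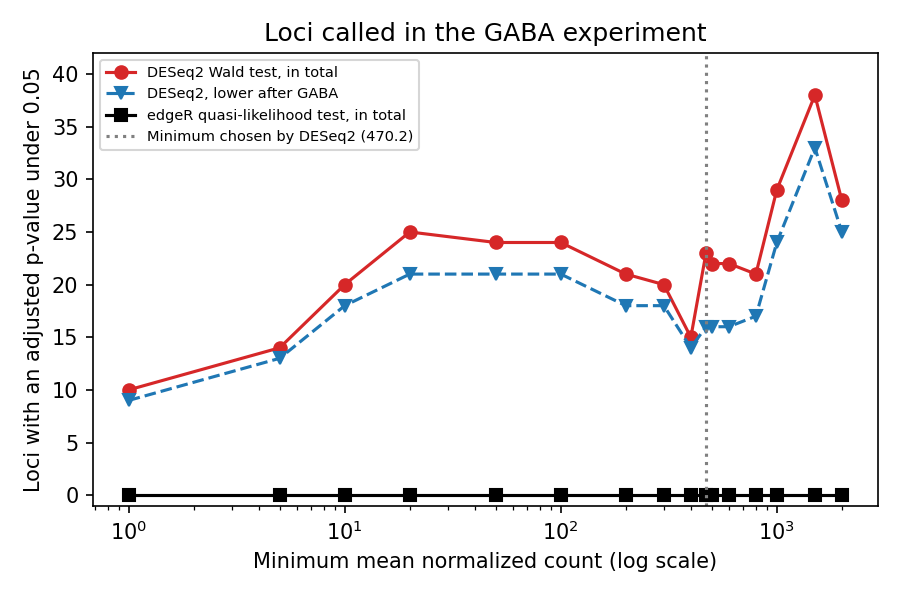
Number of loci with an adjusted p under 0.05 (vertical axis) against the minimum mean normalized count of the loci over which p was adjusted (horizontal axis, log scale). Red circles are all DESeq2 calls and blue triangles those lower after GABA, black squares are edgeR's calls, which stayed at 0 at each minimum, and the dotted line is the minimum of 470.2 that DESeq2 chose, with 23 calls.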

At 29 dpl, treatment with GABA induced mostly the downregulation of genes compared to control animals (Supplementary File 1; 7 up-regulated and 16 down-regulated genes). 

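Of the loci called by DESeq2, 69.6% were lower in the GABA-treated samples, with log2 fold changes from edgeR between −0.61 and −0.27, and the higher ones lay between 0.40 and 0.59. With the count filter, edgeR made no calls and so gave no split. Without the filter, edgeR called 31 loci lower and 27 higher. At an unadjusted p under 0.05 from its quasi-likelihood test, 842 loci were lower and 749 higher. The balance of lower and higher calls moved with the minimum and with the scaling of the libraries. With DESeq2's own size factors and a fixed minimum, 21 were lower and 4 higher at 20, 14 and 1 at 400, and 24 and 5 at 1000, and over 16 fixed minima from 0 to 2000 the share of lower calls ran from 72.7% to 93.3%. In DESeq2, the median log2 fold change was −0.05 over the loci above the minimum, 69.3% of which were below 0, and 0.02 over the 18310 less abundant loci that edgeR tested. With size factors taken from the loci above the minimum, DESeq2, which chose a minimum of 19.6, called 6 loci lower and 13 higher, and 10 of these 19 loci were among those of Supplementary File 1. With TMM factors (minimum 29.1), 22 were lower and 11 higher. With a correction for the trend of the fold change with locus length (minimum 1107), 27 were lower and 3 higher, and with a correction for its trend with abundance (minimum 13.8), 18 were lower and 11 higher. At the same fixed minimum of 20, 6 were lower and 13 higher with these size factors, 19 and 5 with TMM factors, 21 and 5 with the correction for length, and 18 and 11 with that for abundance. The scalings and fixed minima were chosen after seeing the data. Leaving out samples moved the share of lower calls from 69.6% to 87.3% without control replicate 1, 83.3% without control replicate 2, 36.4% without control replicate 3 and 33.3% without GABA replicate 2. DESeq2 chose another minimum in each of these fits, so that the moves cannot be laid to the samples alone.

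**Figure D2:**
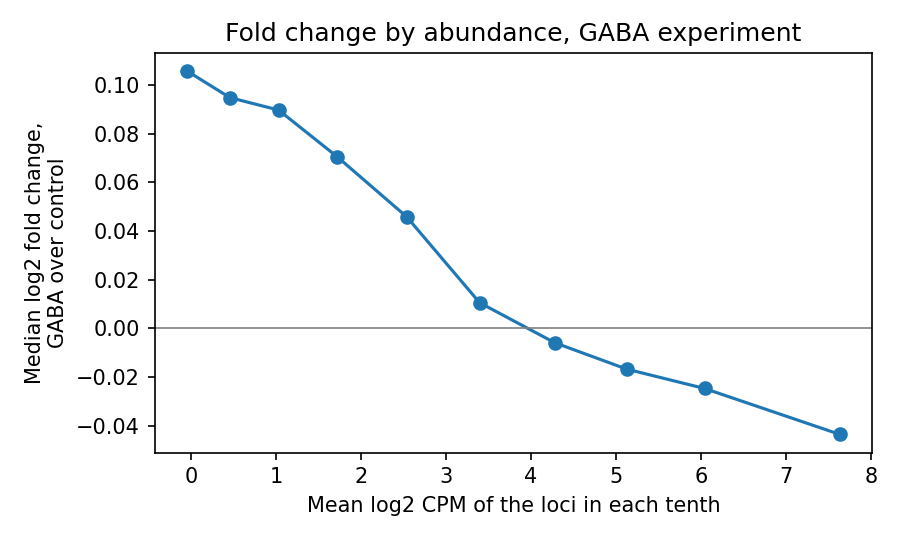
Median log2 fold change of GABA over control from edgeR (vertical axis) for the tested loci in 10 equal groups by abundance, placed at the mean log2 CPM (counts scaled to library size) of each group (horizontal axis). The median fell from 0.11 in the least abundant group to −0.04 in the most abundant.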

The opposite trend was seen at 9 dpl with baclofen, which induced the upregulation of a higher number of genes (Supplementary File 1; 63 upregulated and 18 downregulated genes). This included changes in the expression of genes known to promote axon regeneration, like the transcription factor KLF7 (increased expression after baclofen treatment; see discussion).

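HESB, as the GABA sheet of Supplementary File 1 places it, lies on contig PIZI01000088.1 of Pmar_germline 1.0 from 613945 to 627803 on the minus strand, with 8 exon blocks that add up to 3197 bp. Its counts, normalized by DESeq2's size factors, were 1658, 1965 and 1918 in the control samples and 1365, 1316 and 1323 in the GABA-treated samples. The means were 1847 ± 166 (SD, n = 3) and 1334 ± 26.4 (SD, n = 3), a log2 fold change of −0.45 from edgeR's quasi-likelihood test (standard error 0.07, Benjamini-Hochberg adjusted p = 0.504). Every GABA-treated sample was below every control sample (two-sided exact permutation test, p = 0.1). The fold change stayed between −0.53 and −0.40 over 19 alternative settings, and the adjusted p between 0.00132 and 0.965. The lowest of these was DESeq2's, with a log2 fold change of −0.47 (standard error 0.09) and a Benjamini-Hochberg adjusted p of 0.00132. In DESeq2 fits that each left out 1 sample, the adjusted p ran from 1.9e-05 to 0.295, and it passed 0.05 without control replicate 2 (0.295) and without GABA replicate 2 (0.0686). By p, HESB ranked 2 among the loci with a negative fold change in edgeR and 1 in DESeq2, and in edgeR it ranked 12 without control replicate 2. With 1 sample left out, HESB ranked in DESeq2 from 2, without control replicate 1, to 9, without GABA replicate 3. The locus before it in edgeR, on contig PIZI01000016.1 from 86945 to 743705, has no name in Supplementary File 1 and was chosen after its values were seen. It had 98.5 ± 12.2 (SD, n = 3) normalized counts in the control samples and 38.9 ± 9.06 (SD, n = 3) in the GABA-treated samples, a log2 fold change of −1.33. The baclofen sheet of Supplementary File 1 names HESB at another locus, which begins 2064 bp beyond the end of the first, from 629868 to 631223 on the plus strand, with 3 exon blocks and 1110 bp. In the GABA experiment this locus had 315 ± 34.4 (SD, n = 3) normalized counts in the control samples and 244 ± 14.8 (SD, n = 3) in the GABA-treated samples, without overlap (two-sided exact permutation test, p = 0.1). Its log2 fold change was −0.35 (standard error 0.11, adjusted p = 0.729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the counts of both loci summed, the log2 fold change was −0.44 (standard error 0.07, adjusted p = 0.503 from the same edgeR test with Benjamini-Hochberg adjustment). DESeq2's Wald test gave the sum an adjusted p of 0.00197, and the alternatives ran from 0.00197 to 0.999. The second locus held 14.9% of the normalized counts of both, so that the sum mostly follows the first. Which locus holds the HESB sequence that the paper deposited was not checked.

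**Figure D3:**
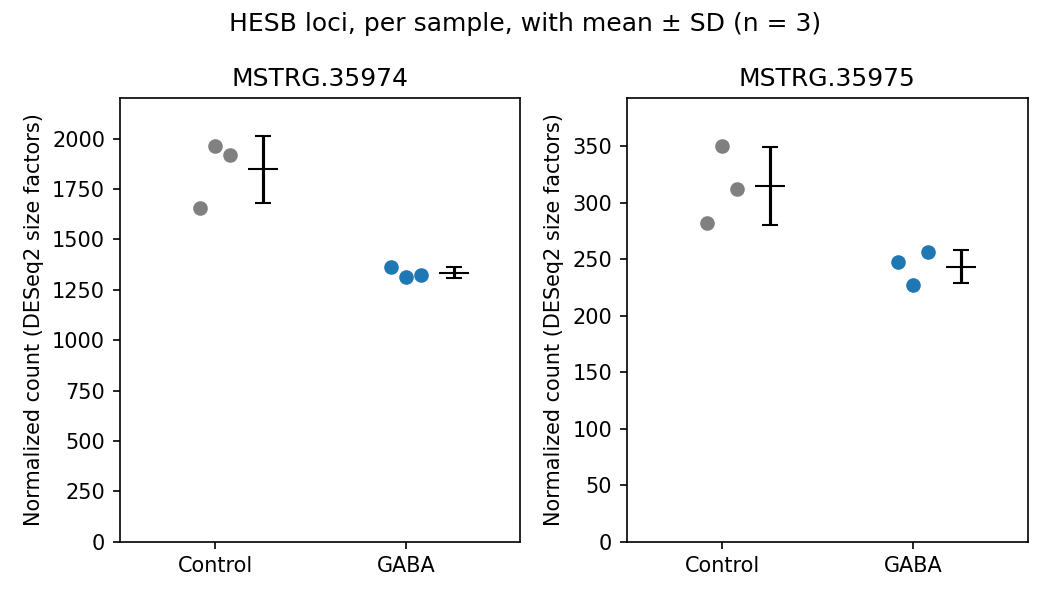
Counts normalized by DESeq2's size factors (vertical axes, from 0) of the 2 loci named HESB in the control and GABA-treated samples. Points are samples and bars the mean ± SD (n = 3), and at the first locus (613945 to 627803) the control samples sit between 1658 and 1965 and the GABA-treated samples between 1316 and 1365.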

A HES transcription factor [annotated as *HESB* in another lamprey species *Lampetra planeri* (Lara-Ramirez et al., 2019)] was the most significantly downregulated gene in response to GABA (logFC = −0.47; Figure 2A, and Supplementary File 1); and it was also one of the most significantly down-regulated genes in response to baclofen (logFC = -0.44; Figure 2; Supplementary File 1). The sea lamprey *HESB* transcript sequence was deposited in GenBank under accession number MN833804. HES proteins are key transcription factors in the Notch signaling pathway (Ohtsuka et al., 1999). 

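Of the loci listed for the GABA experiment, 15 carry a symbol in Supplementary File 1. A hand-written list of 70 symbols of Notch pathway genes shared 1 symbol with them, HESB. Over both sheets of the file 3 loci carried a symbol of the list (HESB at each of its loci, and HEY1). A set test of the list in the GABA experiment required 10 such loci and was not run. The Reactome annotation was not used here, and the genes behind the paper's Notch terms were not traced. The list therefore cannot show which genes those terms rest on.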

Concordantly, Reactome pathway analysis revealed a significant enrichment of many pathways relating to Notch signaling (FDR *p*-value < 0.05) amongst differentially expressed genes after both treatments (see Supplementary File 2). This suggests that Notch signaling might play a crucial role in axon regeneration in lampreys.

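HEY1, the other Notch pathway symbol in Supplementary File 1, is named there at a locus on contig PIZI01000003.1 of Pmar_germline 1.0, from 24296214 to 24305258 on the minus strand. It stands on the baclofen sheet as higher after baclofen (log2 fold change 0.41), the opposite direction to HESB on that sheet (−0.44). HEY1 had 324 ± 71.0 (SD, n = 3) normalized counts in the control samples of the GABA experiment and 302 ± 68.6 (SD, n = 3) in the GABA-treated samples, and the groups overlapped. The log2 fold change of −0.09 (standard error 0.18, adjusted p = 0.954 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was smaller than its error. It was 0.028 without control replicate 1, 0.000127 without GABA replicate 1 and 0.0070 without GABA replicate 3. From the lower HESB and the Notch terms among the differentially expressed genes, the paper proposes a part for Notch signaling in axon regeneration in lampreys.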

### Pharmacological Inhibition of Gamma-Secretase Promotes Axon Regeneration After a Complete SCI

Gamma-secretase activity is crucial for the release of the Notch intracellular domain (NICD) to activate the transcription of target genes like the HES family of transcription factors (see Fischer and Gessler, 2007). So, based on the RNA-Seq results we decided to treat larval sea lampreys after a complete spinal cord transection with the novel gamma-secretase inhibitor PF-3804014. First, qPCR experiments showed that the PF-3804014 treatment also caused a significant decrease in *HESB* expression in the brainstem of spinal cord injured animals (1 wpl) as compared to vehicle treated controls (logFC = −0.45; Student’s *t*-test, *p* = 0.0307; Figure 2B). At 11 wpl, the PF-3804014 treatment significantly promoted axon regeneration of individually identifiable descending neurons (Figure 3A; the M1-3, I1-6, B1-B6, Mth, and Mth’ descending neurons) of the sea lamprey (Figures 3B–D); both when looking at the percentage of regenerated identifiable descending neurons per animal (Student’s *t*-test, *p* = 0.0132; Figures 3B,C) or at the total number of regenerated identifiable neurons (Fisher’s exact test, *p* = 0.0032; Figures 3B,D). Moreover, the acute PF-3804014 treatment significantly increased the number of regenerated axons (ascending or descending) in the spinal cord following a complete SCI (Student’s *t*-test, *p* = 0.0134; Figures 3E,F). These results show that inhibiting gamma-secretase activity acutely after a complete spinal cord transection enhances true axon regeneration in sea lamprey neurons.

**FIGURE 3:**
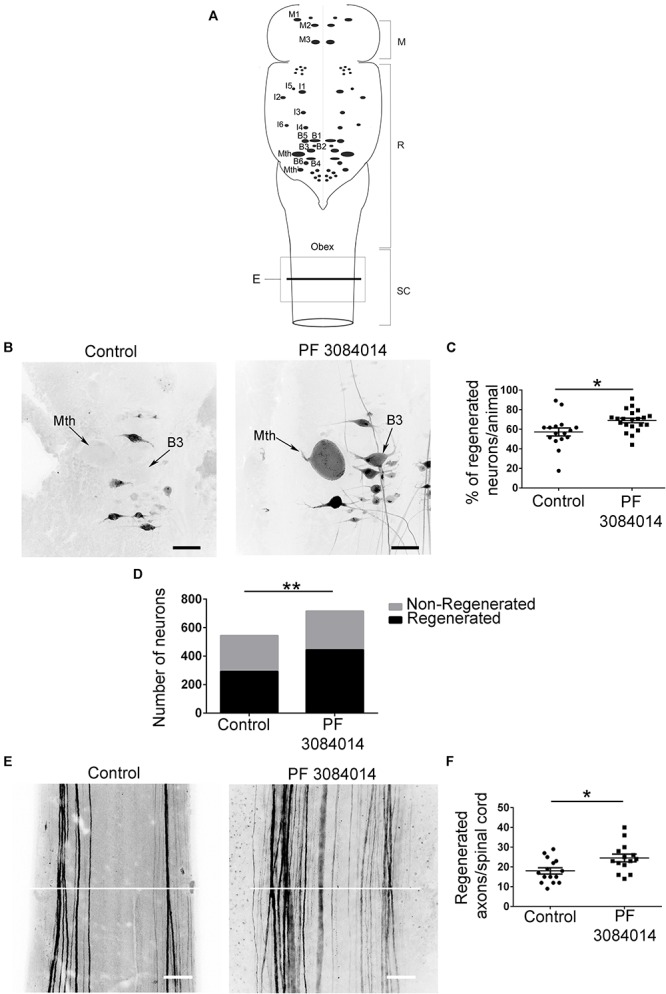
PF-3804014 promotes axon regeneration after a complete SCI. **(A)** Schematic drawing of a dorsal view of the sea lamprey brainstem showing the location of giant individually identifiable descending neurons (modified from Sobrido-Cameán and Barreiro-Iglesias, 2018). The box marked “E” indicates the spinal cord region shown in Panel E. The line used to count the number of regenerated axons in the spinal cord is also indicated. M, mesencephalon; R, rhombencephalon; SC, spinal cord. **(B)** Photomicrographs of dorsal views of whole-mounted brains showing regenerated identifiable descending neurons, as identified by retrograde tracer labeling, in control and PF-3804014 treated animals. Note the increased number of labeled (regenerated) identifiable neurons in PF-3804014 treated animals. **(C)** Graph showing significant changes (asterisk) in the percentage of regenerated identifiable descending neurons per animal (controls: *n* = 16 animals; PF-3804014 treated: *n* = 21 animals) after the PF-3804014 treatment (control: 57,22 ± 4.132%; PF-3804014: 68.95 ± 2.354%). **(D)** Graph showing significant changes (asterisks) in the total number of regenerated neurons after the PF-3804014 treatment (control: 292 neurons regenerated, 252 non-regenerated; PF-3804014: 444 neurons regenerated, 272 non-regenerated). **(E)** Photomicrographs of whole-mounted spinal cords showing regenerated axons, as identified by tracer labeling, in control and PF-3804014 treated animals. Note the increased number of regenerated axons in PF-3804014 treated animals. The line used to count the number of regenerated axons in the spinal cord is also indicated in white. **(F)** Graph showing significant changes (asterisk) in the number of regenerated axons per spinal cord after the PF-3804014 treatment (control: 18 ± 1.588 axons, *n* = 15 animals; PF-3804014: 24.57 ± 1.955 axons, *n* = 14 animals). Rostral is up and scale bars correspond to 100 μm.

## Discussion

Our 2 RNA-Seq studies in the brainstem of spinal cord injured larval sea lampreys revealed a significant downregulation of a HES transcription factor (*HESB*) and a significant enrichment of the Notch signaling pathway after GABA and baclofen treatments. The fact that this was detected in 2 independent RNA-Seq studies carried out in different sequencing platforms, using 2 different GABAergic drugs and at 2 different time points after injury provided strong confidence on the possible importance of this signaling pathway during regeneration. Gamma-secretase activity is crucial for the release of NICD to activate the transcription of target genes like the HES family of transcription factors (see Fischer and Gessler, 2007). Treatments with the gamma-secretase inhibitor PF-3804014 also caused a significant decrease in the expression of *HESB* in the brainstem and a significant increase in axon regeneration after a complete SCI. Specifically, this treatment led to a significant increase in the regeneration of individually identifiable descending neurons of the lamprey brainstem. This is in agreement with our previous results showing improved axon regeneration after baclofen or GABOB treatments after SCI in lampreys (Romaus-Sanjurjo et al., 2018a). So, the Notch signaling pathway appears to be of crucial importance in the regulation of axon regrowth after SCI in lampreys. Our results also suggest that GABA signaling promotes axon regeneration, at least partially, by inhibiting the Notch signaling pathway.

A previous study in *Caenorhabditis elegans* revealed that Notch signaling inhibits axon regeneration in identifiable neurons of this nematode (El Bejjani and Hammarlund, 2012). Importantly, our findings extend these results to vertebrates and the SCI situation. As in lampreys, treatments with a gamma-secretase inhibitor (DAPT in their case) improved axon regeneration in worms (El Bejjani and Hammarlund, 2012). Interestingly, gamma-secretase activity had to be inhibited right after injury in worms to improve regeneration (El Bejjani and Hammarlund, 2012), which coincides with our results using also early pharmacological inhibition in lampreys. In *C. elegans*, genetic manipulations showed that Notch signaling acts autonomously in the injured neuron to prevent growth cone formation (El Bejjani and Hammarlund, 2012). Our current data in lampreys analyzing whole brainstems (which include descending neurons but also other types of neurons and glial cells) in the RNA-Seq/qPCR experiments and pharmacological inhibition (present results) does not allow us to differentiate between direct or indirect effects of this signaling pathway in the regeneration of descending neurons. In future work it would be important to study if Notch signaling acts directly on lamprey descending neurons during regeneration or if the positive effects of gamma-secretase inhibition come through an indirect mechanism.

Notch1 expression increases in the rodent spinal cord after SCI (Yamamoto et al., 2001; Chen et al., 2005), and treating human induced pluripotent stem cell-derived neural stem/progenitor cells with a gamma-secretase inhibitor promoted axon growth from these cells after transplantation to the injured spinal cord of mice (Okubo et al., 2018). So, putting together previous data in rodents and our results in lampreys we propose that gamma-secretase could be an interesting target to promote axon regeneration after SCI in mammalian models. Moreover, gamma-secretase could also serve as a target to promote other regenerative aspects, for example gamma-secretase inhibition promotes stem cell proliferation and generation of new motor neurons after SCI in zebrafish (Dias et al., 2012). Future work should test the effects of gamma-secretase inhibition in preclinical rodent models of SCI to evaluate both positive and negative outcomes of this treatment.

Finally, it is important to mention that our 2 RNA-Seq studies revealed significant changes in the expression of other genes (see Supplementary File 1), which provides a resource for future studies on the role of these genes during regeneration. 

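Among the other loci named for the GABA experiment, SULF1 (contig PIZI01000040.1 of Pmar_germline 1.0, 4674583 to 4857835) had 1675 ± 78.4 (SD, n = 3) normalized counts in the control samples and 1278 ± 37.1 (SD, n = 3) in the GABA-treated samples. Its log2 fold change was −0.37 (standard error 0.06), with an adjusted p of 0.504 from edgeR's quasi-likelihood test and 0.00708 from DESeq2, both with Benjamini-Hochberg adjustment, and between 0.00708 and 0.941 over the alternatives. AP2S1, MYL6 and ARL3 had log2 fold changes of −0.38, −0.43 and −0.33, and stayed below 0 in the fits that each left out 1 sample. The loci annotated as ATP synthase F0 subunit 6 (contig PIZI01001208.1, 26626 to 27124) and MT-CO2 (contig PIZI01000090.1, 1376312 to 1377670) had log2 fold changes of −0.58 and −0.39. Both have 1 exon block and names of mitochondrial genes. Fragments that match near-identical copies could have been left out or placed at a copy, so that the values of both loci are uncertain. SLC4A4 and GABRA5 were higher, with log2 fold changes of 0.40 and 0.55. GABRA5, a gene named for a GABAA receptor subunit (contig PIZI01000267.1, 14959 to 87968), had 885 ± 228 (SD, n = 3) normalized counts in the control samples and 1275 ± 77.8 (SD, n = 3) in the GABA-treated samples. Its fold change ran from 0.38 to 0.74 with 1 sample left out, and its adjusted p was 0.718 in edgeR's quasi-likelihood test and 0.0491 in DESeq2, both with Benjamini-Hochberg adjustment, within a range of 0.0189 to 0.999 over the alternatives. At each of these 8 loci, which the study chose on these samples, the groups did not overlap, as at 10% of loci by chance.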

A comparison between the GABA and baclofen RNA-Seq experiments reveals differences in the changes of gene expression (see Supplementary File 1). This might be related to the different time points of analysis (29 or 9 dpl) and due to a potential influence of GABAA receptors during GABA treatment. 

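The loci that Supplementary File 1 lists for baclofen were followed in the samples of the GABA experiment, while the baclofen samples themselves were not analysed here. Of its 64 loci higher after baclofen, 60 could be tested, and 20 were higher and 40 lower after GABA in edgeR. As a set they were lower (limma's camera with an inter-gene correlation of 0.01, two-sided p = 0.0122, Benjamini-Hochberg adjusted over the 2 lists 0.0244), with a median log2 fold change of −0.05. Of its 18 loci lower after baclofen, 14 could be tested, with 7 higher and 7 lower after GABA, and the set was lower (camera p of 0.0388, adjusted 0.0388). Its median of −0.05 was 0.03 without GABA replicate 3. Neither held with fry (p = 0.406 and 0.176) or with the correlation estimated from the data (p = 0.251 and 0.197). Leaving out 1 sample also moved these values. For the first list p was 0.0738 without control replicate 1, 0.0518 without control replicate 2 and 0.316 without GABA replicate 3. For the second it was 0.0751 and 0.0974 without control replicates 1 and 2, and 0.146 and 0.152 without GABA replicates 2 and 3. Single loci with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment numbered 0 in both lists over all loci tested, where 5 and 3 had an unadjusted p under 0.05. Adjusted over the list alone, they were 0 of the 60 and 3 of the 14 (ARL3, the second HESB locus and FTH1, the last chosen after its values were seen), each lower after GABA. ARL3 was the 1 locus in both sheets of the file. Over the 74 loci tested, 27 (36.5%) had the same sign in both experiments, and the Spearman correlation across loci, which are not independent replicates, was −0.20.

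**Figure D4:**
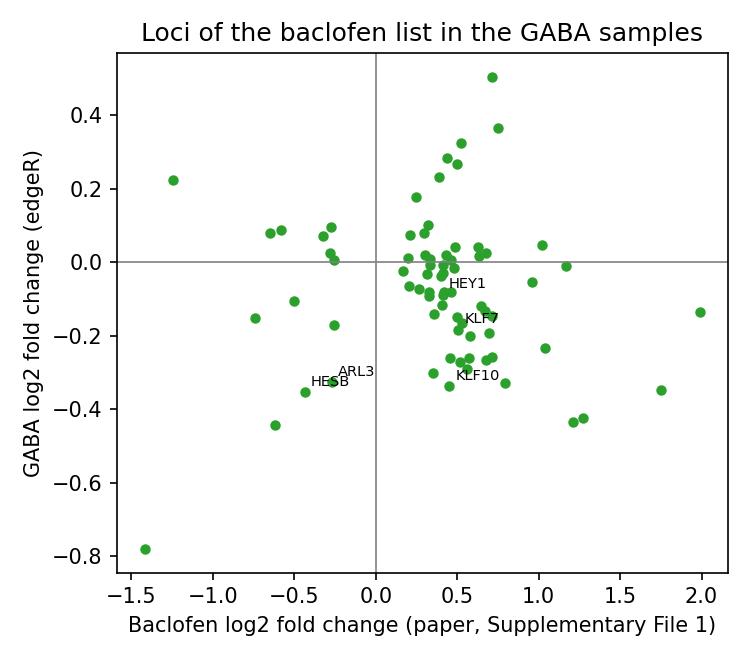
Each point is a locus of the study's baclofen list, at the paper's log2 fold change after baclofen (horizontal axis) and the log2 fold change after GABA from edgeR (vertical axis). Of the 60 loci to the right of 0, 40 lie below the horizontal line, and the 14 to its left are split 7 and 7.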

Changes in gene expression after SCI in lampreys have been also observed even at later time points when looking at the expression of specific genes like with the *HDAC1* gene (Chen et al., 2016); therefore, new RNA-Seq studies at different time points might reveal more genes involved in the positive effects of GABA signaling. Regarding a possible contribution of GABAA receptors, we have recently shown that a muscimol (a GABAA agonist) treatment inhibits caspase activation in identifiable descending neurons of lampreys after a complete SCI (Sobrido-Cameán et al., 2018), which supports the possibility of an influence of GABAA receptors during the GABA treatment.

As an example of other genes, the baclofen treatment caused a significant increase in the expression of 2 members of the Krüppel-like family of transcription factors (KLFs): *KLF7* and *KLF10*. Changes in the expression of different KLFs (including *KLF7* and *KLF10*) were previously detected over the course of recovery in an RNA-Seq study after SCI in lampreys (Herman et al., 2018). Previous work in mammalian models has revealed a differential implication of different KLFs in the control of axon regeneration after different types of nervous system injuries Moore et al., 2009 (for reviews see Moore and Goldberg, 2011; Moore et al., 2011). KLF7 promotes axon regeneration in mammals (Blackmore et al., 2012; Wang et al., 2016), which coincides well with our results revealing increased expression of KLF7 after baclofen treatment in lampreys with a complete SCI. As far as we are aware, the implication of KLF10 in axon regeneration has not yet been elucidated. Our results open the way to study the role of these or other genes in both neuronal survival and axon regeneration after SCI.

## Data Availability Statement

Raw FASTQ files for all samples were uploaded to the NCBI Sequence Read Archive (SRA), and are publicly available under BioProject accession numbers PRJNA561093 (GABA) and PRJNA561123 (Baclofen). The constructed transcriptome is available in the NCBI Transcriptome Shotgun Assembly (TSA) database under accession GHVE00000000. Read counts for each transcript were deposited in NCBI Gene Expression Omnibus (GEO) and are available under accession number GSE137860.

## Ethics Statement

The animal study was reviewed and approved by the Bioethics Committee of the University of Santiago de Compostela Santiago de Compostela, A Coruña, Spain.

## Author Contributions

DS-C and DR-S performed the SCI surgeries, drug treatments and brainstem dissections. VP-C performed the RNA extractions. DR performed the bioinformatic analyses. LS, MR, and AB-I supervised the study. MR and AB-I conceived the study. DR and AB-I wrote the manuscript. All authors have approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Inhibition of Gamma-Secretase Promotes Axon Regeneration After a Complete Spinal Cord Injury
**Source:** Front Cell Dev Biol. 2020 Mar 20;8:173. doi: 10.3389/fcell.2020.00173

**Supplementary Figure 1. Quality assessment of raw paired-end FASTQ files.** Box and whisker plots show the phred quality distribution per base for the left and right paired-end FASTQ files of one representative sample of the GABA experiment (sequenced on a HiSeq as 150 bp PE) and one representative sample of the Baclofen experiment (sequenced on a NovaSeq as 100 bp PE).

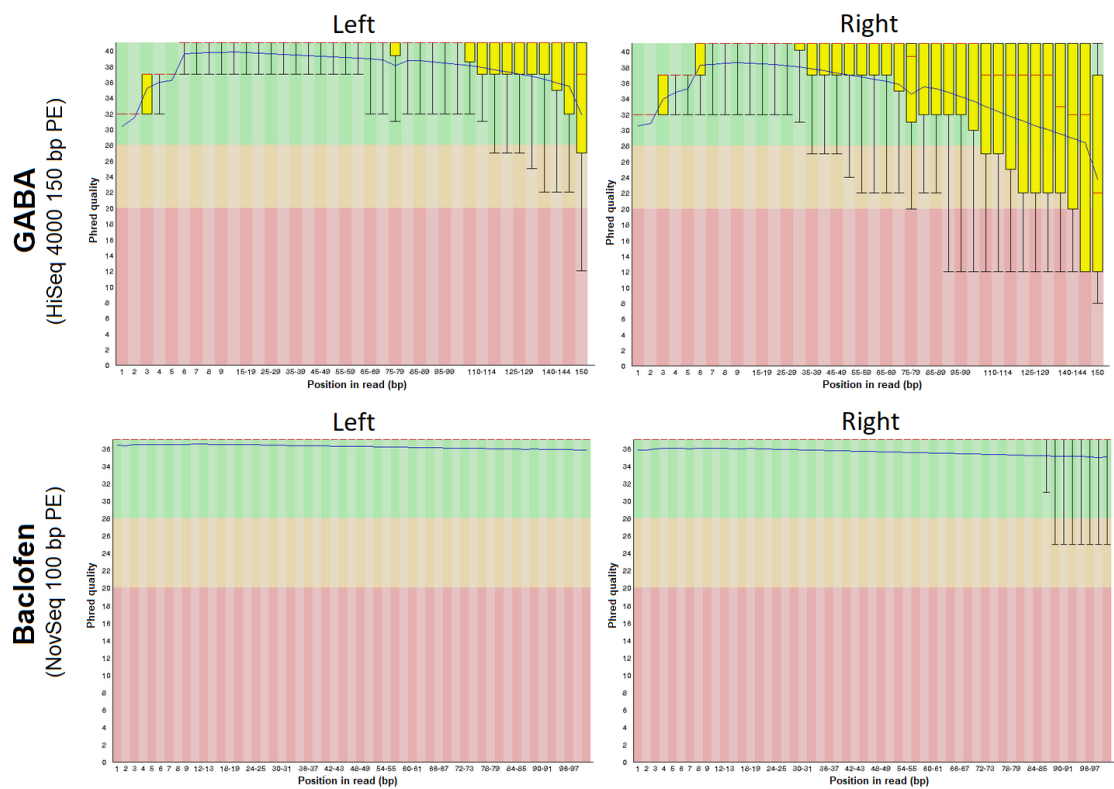

**Supplement:** Supplementary file 1

# Supplementary material for: Inhibition of Gamma-Secretase Promotes Axon Regeneration After a Complete Spinal Cord Injury
**Source:** Front Cell Dev Biol. 2020 Mar 20;8:173. doi: 10.3389/fcell.2020.00173
**Supplement:** Supplementary file 2

**Supplementary Table 1. Read quality, trimming and alignment statistics.**

| Sample Name       | Sequencer  | Read length (bp) | Raw read-pairs | Trimmed read-pairs | Uniquely mapped reads (%) | Multimapping reads (%) | Unaligned reads (%) |
|-------------------|------------|------------------|----------------|--------------------|---------------------------|------------------------|---------------------|
| Gaba1             | HiSeq 4000 | 2 x<br>150       | 26076936       | 23109121           | 73.69                     | 10.16                  | 16.15               |
| Gaba2             | HiSeq 4000 | 2 x<br>150       | 26672802       | 22272653           | 72.21                     | 9.76                   | 18.03               |
| Gaba3             | HiSeq 4000 | 2 x<br>150       | 27701871       | 21614762           | 72.84                     | 9.95                   | 17.21               |
| Gaba_control1     | HiSeq 4000 | 2 x<br>150       | 27321787       | 22850845           | 72.2                      | 9.92                   | 17.88               |
| Gaba_control2     | HiSeq 4000 | 2 x<br>150       | 24466255       | 20360622           | 71.85                     | 10.07                  | 18.08               |
| Gaba_control3     | HiSeq 4000 | 2 x<br>150       | 23265385       | 19315039           | 73.26                     | 9.33                   | 17.41               |
| 9dpi_Baclofen1    | NovaSeq S1 | 2 x<br>100       | 27221968       | 26695151           | 69.87                     | 15.22                  | 14.91               |
| 9dpi_Baclofen2    | NovaSeq S1 | 2 x<br>100       | 33794539       | 33137166           | 60.26                     | 26.02                  | 13.72               |
| 9dpi_Baclofen3    | NovaSeq S1 | 2 x<br>100       | 31635757       | 31140362           | 70.35                     | 16.55                  | 13.1                |
| 9dpi_Baclofen4    | NovaSeq S1 | 2 x<br>100       | 37581230       | 36818848           | 69.25                     | 15.57                  | 15.18               |
| 9dpi_Baclofen5    | NovaSeq S1 | 2 x<br>100       | 37024797       | 36373423           | 70.12                     | 15.1                   | 14.78               |
| Baclofen_control1 | NovaSeq S1 | 2 x<br>100       | 36911284       | 36305040           | 66.99                     | 18.74                  | 14.27               |
| Baclofen_control2 | NovaSeq S1 | 2 x<br>100       | 32095086       | 31500785           | 68.18                     | 18.53                  | 13.29               |
| Baclofen_control3 | NovaSeq S1 | 2 x<br>100       | 26842004       | 26396100           | 64.13                     | 21.95                  | 13.92               |
| Baclofen_control4 | NovaSeq S1 | 2 x<br>100       | 30719653       | 30191932           | 69.04                     | 16.44                  | 14.52               |
| Baclofen_control5 | NovaSeq S1 | 2 x<br>100       | 33187409       | 32643024           | 66.91                     | 18.59                  | 14.5                |

How the deposited data were processed for this re-analysis (not part of the article)

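The data were RNA-Seq counts from the brainstems of larval sea lampreys with a complete spinal cord transection, in 3 GABA-treated samples (500 µM in the water) and 3 control samples, each pooling 4 brainstems. The samples were grouped by their labels and the paper's methods, and the time point is the paper's 29 dpl. The authors trimmed the reads with fastp, aligned them with STAR in 2-pass mode to Pmar_germline 1.0, built loci with StringTie over their samples and deposited the fragment counts that featureCounts gave for each locus, using strand, with both ends mapped and without chimeric fragments. The deposited counts were whole numbers that had not been normalized. The table held 57134 loci, of which 2 were broken over 2 lines and were rejoined, and 54031 had at least 1 count. All 6 sample columns matched a sample, and 0 were left unmatched. Total counts per sample ranged from 12261374 to 14248306 in the control samples (median 12560944) and from 13266414 to 14666153 in the GABA-treated samples (median 13655132). The number of samples limits the precision as well as the depth, since an exact permutation test of 3 against 3 cannot give a two-sided p below 0.1.

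From the counts, loci were filtered with filterByExpr (24300 kept), scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood fit and test, two-sided, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, with the condition as the only term. DESeq2 1.42.0 was run with its median-of-ratios size factors and default settings, under which independent filtering is tuned to 0.1. Adjusted p that DESeq2 left undefined stayed undefined and were not counted. Gene lists were tested with camera and fry in limma 3.58.1 on log2 CPM values, which scale the counts to library size, with a prior count of 2. Normalized counts printed for single loci are counts divided by DESeq2's size factors, which lay between 0.878 and 1.10. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are those of the deposited table, and positions count from 1.

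The tests, the alternative settings and the rule for naming genes were fixed before the data were examined. The rule took both loci that Supplementary File 1 names HESB, the genes KLF7, KLF10, HEY1 and ARL3, the 5 lower loci with a name and the smallest adjusted p in the paper's GABA list, MT-CO2, and each higher locus of that list with a symbol. It also allowed up to 2 higher and 2 lower loci outside the list with an adjusted p under 0.05. edgeR's quasi-likelihood test with the count filter gave 0 of these, with 1591 loci at an unadjusted p under 0.05. DESeq2 without independent filtering called 4 loci outside the list, and edgeR with no filter called 40. The alternatives were DESeq2 with and without independent filtering, limma-voom, DESeq2's size factors, library size only, no count filter, a mean count of at least 100, the replicate number as a block, a per-library offset for locus length (lowess, span 0.3), both together, and each sample left out. Further settings were chosen after seeing the data and are marked so. A correction for GC content was not run, since no genome sequence of this build was used here, and a set test of Notch pathway genes was not run, since 3 of the 10 loci it required could be named. Of the loci in Supplementary File 1, 23 of 23 for GABA and 82 of 82 for baclofen were found in the table. The baclofen sheet holds 64 loci with a positive fold change, and the paper's text gives 1 fewer. The baclofen samples were not analysed here.

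The fits were tested on simulated counts for 24300 loci with the real means and library sizes, of which 200 were changed. The changed loci were drawn from those with a mean count of at least 100. The spread was the one edgeR estimated at each locus, and loci were drawn independently. Differences shared by many loci of a library were therefore absent, and the shares called do not give the power on the real data. At a log2 change of 0.45, edgeR called 51% of the changed loci and DESeq2 62%, and 9 of edgeR's 111 calls and 16 of DESeq2's 140 were unchanged loci. At a change of 1 they called 98% and 97.5% of the changed loci, with 22 of 218 and 18 of 213 calls at unchanged loci. With no locus changed, each made 1 call. A simulated set of 60 loci lowered by 0.3 gave a camera p of 2.0e-26, and an unchanged set 0.785. The lowered loci also had a mean count of at least 100. The shift was far larger than the median of −0.05 in the baclofen lists, and the simulated loci were independent. These values therefore do not show how often camera gives a small p on the real samples.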

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

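Among the tests, the newer quasi-likelihood fit of edgeR, edgeR above the DESeq2 minimum, the abundance offset, and each DESeq2 fit apart from its defaults with and without independent filtering were chosen after seeing the data. The GC offset and the set test of Notch pathway genes were not run.

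The count of 0 loci in edgeR's quasi-likelihood test stayed 0 with limma-voom, DESeq2's size factors, library size only, a mean count of at least 100, the length offset, the abundance offset, the newer fit, edgeR above the DESeq2 minimum and each sample left out. At an unadjusted p under 0.05 these gave between 514 and 2247 loci. DESeq2 called 23 loci, DESeq2 without independent filtering 7, and edgeR with no filter 58. Of the study's 23 loci these held 23, 3 and 18. The cause was not tested. Of the loci edgeR tested, 24.7% had a mean count at or over the DESeq2 minimum, and the 23 calls speak only for loci of that depth. The prior degrees of freedom that edgeR gave the spread were 7.43 with the filter and 33.3 without it. A higher value gives a lower p at the same fold change and standard error. For both HESB loci summed, the log2 fold change was −0.44 in both fits, with standard errors of 0.074 and 0.077. The unadjusted p of edgeR's quasi-likelihood test fell from 8.5e-05 with the filter to 1.2e-06 without it. The calls with no filter are therefore weak support for the study's list.

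The log2 fold change of HESB was −0.47 in both DESeq2 fits and −0.46 with no filter, where its adjusted p (Wald test or edgeR's quasi-likelihood test, Benjamini-Hochberg) was under 0.05, and the adjusted p over the 19 alternatives to edgeR's setting ran from 0.00132 to 0.965. It stayed below 0 in each of them. Its rank among lower loci was 1 in both DESeq2 fits, with a mean count of at least 100 and in edgeR above the DESeq2 minimum. Across the 6 edgeR fits that each left out 1 sample it ran from 2 to 12, with 12 without control replicate 2. Across the DESeq2 fits that each left out 1 sample it ran from 2 to 9. The second HESB locus stayed below 0 in each setting that gave it a value and was called in none. It had no value in edgeR above the DESeq2 minimum.

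The DESeq2 count of 23 became 7 without independent filtering and from 6 to 55 across the 6 fits that each left out 1 sample, 55 without control replicate 1 and 6 without control replicate 2 or GABA replicate 2. The adjusted p of HESB in DESeq2's Wald test with Benjamini-Hochberg adjustment ran from 1.9e-05 to 0.295 across the same fits, with 0.295 without control replicate 2 and 0.0686 without GABA replicate 2. The cause was not tested beyond the samples left out.

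The camera p of the baclofen lists (0.0122 for the loci higher after baclofen, 0.0388 for the lower) was 0.406 and 0.176 with fry, 0.251 and 0.197 with an estimated correlation, 0.0509 and 0.0746 with the length offset, and 0.0676 and 0.0959 with the abundance offset. For the lower list it was 0.0794 with a mean count of at least 100. With 1 sample left out, p ran from 0.000337 to 0.316 and from 0.00303 to 0.152. The 2 highest values came without GABA replicate 3. The cause was not tested.

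The replicate numbers shared by both groups did not pair the samples. Deviations of same-numbered samples correlated between −0.12 and 0.03, and those of other pairs between −0.08 and 0.17. With the replicate block, edgeR called 0 loci (1332 at an unadjusted p under 0.05) and DESeq2 2, the adjusted p of HESB was 0.0992 in DESeq2's Wald test with Benjamini-Hochberg adjustment, where it ran from 1.9e-05 to 0.295 over the other DESeq2 settings, and the camera p of the lower baclofen list was 0.0519. With the replicate block and the length offset, HESB ranked 4. The 2 DESeq2 calls, both lower and on contigs PIZI01000055.1 (2996748 to 3026381) and PIZI01002545.1 (1500 to 10160), were chosen after their values were seen and are not in the study's list.

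Over 12 other named results, 202 values kept their direction and side of the threshold and 21 passed it in DESeq2 or with no filter. HEY1 turned from −0.09 to above 0 in 3 fits. It ran from −0.30 to 0.028 with 1 sample left out, with values above 0 without control replicate 1 (0.028), GABA replicate 1 (0.000127) or GABA replicate 3 (0.0070). The cause was not tested beyond the samples left out.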

Differences from the paper's values

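The paper gives 23 differentially expressed genes after GABA, 7 higher and 16 lower. edgeR's quasi-likelihood test gave 0, with 0 higher and 0 lower, and 1591 loci at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 with its defaults, the tool named in the paper's methods, gave 23 loci, 7 higher and 16 lower, and these were the paper's 23 loci. The others did not close the gap. DESeq2 without independent filtering gave 7 loci (1 higher, 6 lower), 3 of them among the paper's 23, and edgeR with no filter gave 58 (27 higher, 31 lower), 18 of them among the paper's. limma-voom, DESeq2's size factors or library size only in edgeR, a mean count of at least 100, the replicate block, the length offset, both together, and each sample left out gave 0.

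Several DESeq2 settings chosen after seeing the values also called loci of the paper's list. These were independent filtering tuned to 0.05 (24 loci, 13 of them the paper's), TMM factors (33, of which 18), size factors from the loci above DESeq2's minimum (19, of which 10), the length offset (30, of which 14), the abundance offset (29, of which 14), and the fits that left out control replicates 1, 2 or 3 (9, 1 and 4 of the paper's loci) or GABA replicates 1 or 3 (11 of the paper's loci in each). Within 1.5 times of the paper's count were the first 5 of these and the fit without GABA replicate 3 (18 loci). With other minimum mean counts in place of its own, also chosen after seeing the values, DESeq2 called between 20 and 25 loci at minima from 10 to 300, between 21 and 22 at minima from 500 to 800, 29 at 1000 and 28 at 2000.

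The paper's adjusted p for HESB is 0.00131927, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.504. DESeq2's Wald test with Benjamini-Hochberg adjustment gave 0.00132, and none of the other alternatives set before the data were examined came within 1.5 times of the paper's value. Their adjusted p ran from 0.00703 to 0.965. HESB was under 0.05 there in DESeq2 without independent filtering (0.0119) and in edgeR with no filter (0.00703), while limma-voom, the other scalings, the higher count minimum, the block, the length offset and the samples left out kept it above 0.05. Of the DESeq2 settings chosen after seeing the values, the length offset (0.00101) came within 1.5 times of the paper's value, as did minima of 300 (0.00173), 400 (0.00146), 500 (0.00126) and 600 (0.0011). HESB was under 0.05 at each of the minima run up to 1500. HESB was also under 0.05 in those with independent filtering tuned to 0.05 (0.00499), TMM factors (0.00551), size factors from the loci above the minimum (0.0174) and the abundance offset (0.00666), and without control replicates 1 (1.9e-05) or 3 (0.0339) or GABA replicates 1 (0.00262) or 3 (0.0126).

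The paper places HESB at rank 1 among the genes lower after GABA, and edgeR's quasi-likelihood test placed it at 2. Of the alternatives set before the data were examined, DESeq2 with and without independent filtering and a mean count of at least 100 gave rank 1, and the others did not. Rank 1 was also given by edgeR above the DESeq2 minimum, and by DESeq2 with independent filtering tuned to 0.05, with TMM factors and with size factors from the loci above the minimum, settings chosen after seeing the values.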

Other observations

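Chosen only after the result was seen were the exact binomial tests of the lower and higher calls, the fixed minima, the reading of the loci with counts over repeated draws, the comparison of loci with 1 exon block, the log2 CPM scale of the matched lists, the fits for HESB that left out 1 library, and the counts of splits for the smallest adjusted p and for edgeR with no filter.

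The 6 samples can be split into 2 groups of 3 in 10 ways, the real split included, so that no result can be matched by under 10% of the splits. In edgeR's quasi-likelihood test, the real split gave 0 loci (1591 at an unadjusted p under 0.05), so that 10 of the 10 splits gave at least as many by necessity, and this count decides nothing. The other 9 splits gave between 576 and 2440 loci at an unadjusted p under 0.05, 2 of them more than 1591. Of these 9, 8 gave at least 1 locus and up to 5. For the 23 DESeq2 calls (from 6 without control replicate 2 or GABA replicate 2 to 55 without control replicate 1), 2 of the 10 splits gave as many, and the highest count was 28, with control replicate 1, GABA replicate 2 and GABA replicate 3 on one side. Without independent filtering, 9 of the 10 splits gave at least the 7 loci of the real split. With no filter in edgeR, 4 of the 10 splits gave at least 58 loci, and the highest count was 142. A smallest DESeq2 adjusted p at or under that of HESB (0.00132, Wald test with Benjamini-Hochberg adjustment, with a range of 1.9e-05 to 0.295 for HESB over the other DESeq2 settings) came up at some locus in 9 of the 10 splits, the real one included, which says nothing about HESB itself. The minimum that DESeq2's independent filtering chose was 470.2 in the real split and between 0.143 and 35.9 in the other 9. For DESeq2 and for edgeR with no filter, splits that mix the treatments gave more calls than the real one (up to 28 and 142). The design also allows only 10 splits. By these counts, an effect of GABA and the grouping of samples by chance cannot be told apart.

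HESB was lower in the GABA libraries. Corrections of the fold change for its trend with abundance and with locus length left the DESeq2 adjusted p (Wald test, Benjamini-Hochberg) at 0.00666 and 0.00101, which argues against these trends as the whole of the difference, although edgeR put HESB at 0.504 with no correction. The log2 fold change nearest to 0 with 1 library left out was −0.40, so that no single library made the fold change. The DESeq2 adjusted p did depend on single libraries, and was 0.295 without control replicate 2 and 0.0686 without GABA replicate 2. The 8 other tested loci within 100 kb of it had log2 fold changes between −0.35, at the second HESB locus, and 0.63. The counts of HESB did not overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest possible with 3 libraries in each group), and an effect of the treatment stays open.

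Lower calls outnumbered higher calls in DESeq2, 16 to 7 at the minimum of 470.2 that it chose (exact binomial p = 0.0931, calls taken as independent), which is not beyond chance. Chance in these tests of calls is an even split. Of all loci above 470.2, 69.3% had a fold change below 0 in DESeq2, close to the 69.6% of the calls. A split beyond chance here is therefore not one beyond this background, with which the calls were not compared. At fixed minima with the same scaling the split was 18 to 2 at 10, 21 to 4 at 20, 21 to 3 at 100, 14 to 1 at 400, 24 to 5 at 1000 and 33 to 5 at 1500, and lower calls outnumbered higher calls beyond chance at 13 of 16 minima from 0 to 2000 (exact binomial test, p under 0.05), which share many of their calls. The fold changes in edgeR fell with abundance (Spearman correlation across loci −0.20) and with locus length (−0.12). At the same 13 minima lower calls outnumbered higher calls beyond chance at 0 with size factors from the abundant loci, at 0 with a correction for abundance, at 7 with TMM factors and at 12 with a correction for locus length. They were more than the higher calls at 1, 9, 13 and 13 of the 13. Size factors from the abundant loci set the middle of these loci to 0, which moves the split towards even whatever the cause, and the correction for abundance does the same at each abundance. Size factors or a trend with abundance may have a part in the excess of lower calls, and by these counts they cannot be told apart from an effect of GABA. With the correction for locus length the excess held beyond chance at 12 of these 13 minima (19 to 8 at the other, 200, exact binomial p = 0.0522), at 15 of the 16 and at 470.2 (20 to 6, exact binomial p = 0.00936), which argues against a trend with length as the whole of the excess. The reading that most of the minima are enough for this was settled only after these splits were seen. Without control replicate 3, 36.4% of the calls were lower (4 of 11, at a minimum of 17.4), and without GABA replicate 2, 33.3% (2 of 6, at 11.7). Lower calls stayed the majority in each of the other fits that left out 1 library. With all libraries, the fixed minima of 10 and 20 gave 18 to 2 and 21 to 4. The calls in these fits were few, and no library was left out at a fixed minimum. Dependence of the excess on single libraries therefore stays open. At the minima DESeq2 chose under each scaling (19.6, 13.8 and 1107), 31.6% of the calls were lower with size factors from the abundant loci (6 of 19, exact binomial p = 0.167), 62.1% with a correction for abundance (18 of 29, p = 0.265) and 90.0% with a correction for locus length (27 of 30, p = 8.4e-06), and these shares are not compared with the 16 to 7 because the minima differ.

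More loci had counts in the GABA libraries (46831, 47085 and 47209) than in the control libraries (46540, 45866 and 44752), a mean gap of 1322. With each library drawn down to 12261374 counts, the gap was 946, and between 884 and 1005 over 100 draws. Then 2 of the 3 GABA libraries lay above every control library (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). Control replicate 3 had the fewest loci before and after the draw (44752), against 45578 and 45687 in control replicates 1 and 2 after it. This library widened the gap, which was not computed without it. As counted, control replicate 1 had 14248306 counts and fewer loci than GABA replicates 2 and 3, with 13655132 and 13266414 counts. Most of the gap thus remained at equal depth, which argues against deeper sequencing as the whole of it. The groups overlapped at equal depth, and 3 libraries in each group are too few to tell the rest of the gap from variation between libraries. Fragments from unspliced RNA or genomic DNA would raise loci with 1 exon block. Their share of the counts overlapped between the groups (5.56% to 5.81% in the control libraries and 5.69% to 6.03% in the GABA libraries). At matched abundance, among the loci edgeR tested, they had the higher median in 18 of 50 bins (exact binomial p = 0.0649, bins taken as independent). The bins share the same libraries and leave out loci that failed the count filter. They therefore cannot decide about this source at the sparse loci. An effect of GABA on the loci expressed stays open and was not tested.

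The loci that the paper lists as higher after baclofen tended to be lower after GABA. A camera p as small as 0.0122 came up in 3 of the 10 splits, but p was 0.316 without GABA replicate 3. For the list of lower loci (0.0388, and 0.152 without GABA replicate 3) it came up in 4 of the 10. Against 10000 random lists matched on abundance, the median of the first list was at percentile 2.81 on the log2 CPM scale and 2.71 with the abundance offset, inside the middle 95% of the lists. With edgeR's fold changes, which were looked at first, it was at percentile 0.23 and 1.24, outside it. The list of lower loci was at percentile 19.2 on the log2 CPM scale and 22.1 with the abundance offset. The scales differ in the answer, so that a trend with abundance and a shift of these loci cannot be told apart. The other differences between the experiments, such as the time point and the drug, stay open and were not tested.

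The study's 16 lower genes had a mean within-group correlation of 0.106, at percentile 72.4 of 10000 matched lists, whose middle 95% ran from −0.05 to 0.285. These genes were picked on the same samples, so that a shared difference between libraries, such as the mix of cells, and an effect of GABA cannot be told apart by this value.

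KLF7 and KLF10, which the paper reports as higher after baclofen, were measured in the GABA experiment too. KLF7 had 355 ± 35.0 (SD, n = 3) normalized counts in the control samples and 309 ± 24.7 (SD, n = 3) in the GABA-treated samples, and the groups overlapped. Its log2 fold change was −0.18 (standard error 0.10, adjusted p = 0.798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.11 without control replicate 3. KLF10 had 709 ± 150 (SD, n = 3) and 555 ± 57.4 (SD, n = 3) normalized counts, without overlap (two-sided exact permutation test, p = 0.1), as at 10% of loci by chance. Its log2 fold change was −0.34 (standard error 0.14, adjusted p = 0.738 from the same edgeR test with Benjamini-Hochberg adjustment) and −0.15 without control replicate 2. The difference between the experiments was not tested.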
